A study of Mus musculus and synthetic construct with 5 samples.

How the data were processed

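The series holds 5 samples: 1 plasmid library and 4 samples of mouse neural progenitors, 2 at 0 nM and 2 at 500 nM SAG. Per the labels, progenitors were sorted by ZsGreen fluorescence into 4 bins, each 15% wide and 13.3% apart, from 70% of the cells, and 30% were kept unsorted. Each synCRE carries barcodes of 8 bp for its fragments. The authors amplified the barcodes from genomic DNA, sequenced them and deposited read counts per synCRE for each bin, for unsorted cells and for the plasmid library, without normalization. Each deposited count was checked to be the sum over 4 sequencing lanes. Bowtie2 is the tool named in the submitters' processing notes, which give neither its version nor its role. The authors also deposited an estimated fraction of the cell pool for each synCRE, made by a model that is not stated, and it was not used here. The activity of a synCRE is the mean log ZsGreen fluorescence that the authors estimated from the bins. Its model and the base of its logarithm are not stated, so it is given in log units as deposited. The median standard error that the authors give for it was 0.0336 and 0.0348 at 0 nM and 0.0381 and 0.0366 at 500 nM.

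The samples fall into groups by SAG dose. Replicate numbers mark samples that came from the same infection, and differences between same-numbered samples are called replicate pairs. Deviations from the group mean correlated across synCREs between same-numbered samples with r = 0.0488, so the tests used group alone and the replicate number as a block was an alternative. All p-values on SAG rest on 2 separate infections per group. Comparisons, tests, thresholds, the rule for named items and the motif list were chosen before the data were examined. The tests of fragments with and without a motif, the classes of synCREs by fragment, the effect of order, the deviations of fragment pairs and of repeated fragments, and the view of fragment 18 at position 2 were chosen after the data were seen.

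SynCREs were tested if they had at least 100 sorted reads and an activity value in each of the 4 progenitor samples, which 14958 of 15625 did. The change in activity of each synCRE between 500 nM and 0 nM was tested with limma 3.58.1 (R 4.3.3), with a prior variance that followed the log2 mean of sorted reads. For fragments, an additive least-squares fit with 73 parameters was made per sample on the fragments at the 3 positions. The contribution of a fragment is the mean of its 3 position effects relative to the library mean. Contributions, their change and the difference between positions 3 and 1, averaged over both SAG groups, were tested with limma over the 25 fragments. In each of these tests limma gave the same SE to all fragments. Its p-values thus rest on a spread pooled over fragments that are not independent. Unsorted counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM) and with DESeq2 1.42.0. All these tests were two-sided, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05.

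The fragments were ordered into source regions by their shared sequence. They were searched on both strands for GLI (GACCACCCA, at most 1 mismatch), SOXB1, homeodomain, NKX2, NKX6 or HOX, OLIG2 E-box, retinoic acid receptor, TEAD and FOXA sites. Fragments with and without each motif were compared by exact permutation tests, two-sided and adjusted over 18 tests. The order effect used the sets of 3 different fragments with all 6 orders measured.

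Named fragments are the 5 highest and 5 lowest in each group and up to 8 largest rises and 8 largest falls among those past the threshold. Named synCREs are the 8 largest rises and 8 largest falls past the threshold that moved the same way in both replicate pairs, the 3 highest and 3 lowest in each group, and the 3 largest changes among those with 1 fragment at all positions. Alternatives were minimums of 20 and 500 sorted reads or none, a bin score (mean bin number of the sorted reads, so not in log units) with and without scaling of bins, quantile normalization, the replicate block, limma without the trend, an edgeR test of the slope over bins, other forms of the fragment fit, and leaving out each sample in turn. With 1 sample left in a group, limma and edgeR take its spread from the other group. The authors' quality flag, removal of fragment 18 at position 2, subtraction of the sample median, the prediction for 3 copies and contributions relative to the median fragment were added after the data were seen.

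The tests were tried on simulated data with known changes. The limma test found 35% of synCREs changed by 0.5 log units and 97% of those changed by 1, and called 4 of 14758 unchanged synCREs. The fragment test found 8 of 8 contributions changed by 0.1 and called 1 of 17 others. The edgeR test of unsorted counts found 31% of 4-fold changes and 1% of 2-fold changes, and the edgeR slope test found 64% of its simulated changes. The test of fragment pairs found 20 of 20 and called 4 of 280 others. Simulated noise in activity was drawn separately for each synCRE, without the replicate differences that synCREs with the same fragment share. The recoveries of the fragment and pair tests thus do not show how these tests perform on the measured data. Simulated slopes over bins likewise did not differ between samples of a group. Counts and values were read with the R package data.table (version 1.17.8), and sequences and figures with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genome coordinates of the fragments are not analysed here.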

Results

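The series measured the reporter activity of synthetic cis-regulatory elements (synCREs) in mouse neural progenitors with and without SAG, a Smoothened agonist that switches on hedgehog signalling. Each synCRE joined 3 DNA fragments of 200 bp, drawn from 25 fragments in every order, which gives 15625 combinations. The synCREs drove the fluorescent protein ZsGreen from lentiviral integrations in HM1 mouse embryonic stem cells. Separate infections, 2 in number, were each split into a differentiation with retinoic acid at 100 nM and either 0 nM or 500 nM SAG for 72 hours. At day 6 the cells were sorted by fluorescence into 4 bins, and the barcodes in the genomic DNA of each bin and of unsorted cells were counted. There were thus 2 samples at 0 nM SAG, 2 at 500 nM SAG and 1 plasmid library. The sorted bins held 26.6 and 36.0 M reads (M, 1e6) at 0 nM SAG and 26.9 and 41.6 M reads at 500 nM SAG, for replicates 1 and 2. The median synCRE had 1479, 1974, 1494 and 2302 sorted reads in the same samples. The unsorted cells gave 5.02 and 9.06 M reads at 0 nM and 6.99 and 3.41 M reads at 500 nM, and the plasmid library gave 10.2 M reads.

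The plasmid library held all 15625 combinations of the 25 fragments. Its median synCRE had 602 reads (range 7 to 2793), and the 90th percentile was 4.14 times the 10th. Fragment 17 at position 3 was the rarest fragment at any position, with 0.397% of plasmid reads and between 0.160% and 0.181% of the reads of unsorted cells. Fragment 11 at position 2 was the most frequent, with 6.80% of plasmid reads. Read counts in unsorted cells correlated across synCREs with those of the plasmid library (Pearson r of log2 counts 0.790 to 0.801 over the 4 samples) and with each other (r 0.862 to 0.873). With 1 plasmid library, no test was made.

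SynCRE activity, the estimated mean log ZsGreen, correlated more strongly between infections with SAG than without, but did not differ less between replicates. Across the 14958 synCREs tested, Pearson r between replicates was 0.442 at 0 nM SAG (95% interval 0.429 to 0.455, Spearman rho 0.439) and 0.595 at 500 nM SAG (0.585 to 0.605, rho 0.580). Between a 0 nM sample and a 500 nM sample r lay between 0.169 and 0.206. These correlations are across synCREs, which are not independent replicates. The median absolute difference between replicates of a synCRE was 0.144 log units at 0 nM and 0.150 at 500 nM. Median activity was 8.43 and 8.46 in the 0 nM samples and 8.53 and 8.51 in the 500 nM samples. The base of the logarithm was not stated, so differences are given in log units without a fold.

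The comparison of 500 nM with 0 nM SAG asked which fragments carry a response to hedgehog signalling. Fragments 16, 2 and 9 rose most. The contribution of a fragment is its mean effect over the 3 positions relative to the mean of the library, so a rise or a fall is relative to the other fragments. Fragment 16 went from -0.0373 ± 0.000495 (SD, n = 2) at 0 nM to 0.184 ± 0.0333 (SD, n = 2) at 500 nM, a change of 0.222 (SE 0.0129, limma adjusted p = 3.37e-21). Fragment 2 rose by 0.172 (limma adjusted p = 5.5e-17) from -0.0512 to 0.121, and fragment 9 by 0.152 (adjusted p = 4.43e-15) from -0.0903, the lowest contribution at 0 nM, to 0.0616. Fragment 6, the most active fragment without SAG, rose by a further 0.108 (limma adjusted p = 2.2e-10), which was 0.0692 after quantile normalization and 0.0746 without replicate 2 of the 500 nM group. Fragments 11, 5 and 24 rose by 0.0925, 0.0557 and 0.0531 (limma adjusted p = 1.42e-08, 0.000147 and 0.000262).

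In all, 7 of the 25 fragments rose, 15 fell and 3 (10, 18 and 22) did not pass the test. The largest falls were those of fragments 12 (-0.121), 7 (-0.0848), 19 (-0.0798), 25 (-0.0758), 4 (-0.0749), 1 (-0.0748), 15 (-0.0665) and 23 (-0.0524), with limma adjusted p between 8.47e-12 and 0.000291. Each of the 22 changes had the same sign in both pairs of samples that shared an infection. Mean activity over the library rose by 0.0963 (0.121 and 0.0718 in the pairs), so the falls are relative to a reference that rose. On the mean of the pairs, the fall of fragment 12 alone was larger than this rise. In the first pair the fall of fragment 12 was not (-0.105). On that mean, synCREs with 1 copy of another falling fragment did not fall on average in the additive fit. The rise of the reference is that of a whole synCRE with 3 positions, while a contribution is that of 1 position. This comparison thus does not decide whether such a fragment fell by itself. With the additive prediction for 3 copies of a fragment, which is not relative to the library mean, 10 fragments rose and 7 fell. Fragments 10, 18 and 22 were among those that rose, and fragments 17 and 20 changed by 0.00906 and 0.00194. Of the 8 largest falls, that of fragment 23 did not pass with the prediction (-0.0609, limma adjusted p = 0.228). The prediction is an extrapolation, with SE 0.0431. Among the 7, the measured synCRE with 3 copies fell for fragments 7, 12 and 19 (-0.157, -0.0286 and -0.0823). For fragments 1, 4, 15 and 25 that synCRE rose (0.151, 0.0357, 0.243 and 0.204). None of these measured changes passed the limma test. Fragments 18 and 22 also rose after quantile normalization (0.0124 and 0.0143, limma adjusted p = 0.0301 and 0.0155), as they did relative to the median fragment, and fragment 22 with the bin score without scaling of bins (0.0151 in units of bin number, limma adjusted p = 0.0151). The count of falls was 9 without replicate 1 and 8 without replicate 2 of the 0 nM group, where fragments 3, 8, 13, 14, 17 and 20, and without replicate 2 also 21, no longer passed. Fragment 17 did not pass without replicate 2 of the 500 nM group (-0.018), and fragment 10 passed without its replicate 1 (0.0175).

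**Figure D1:**
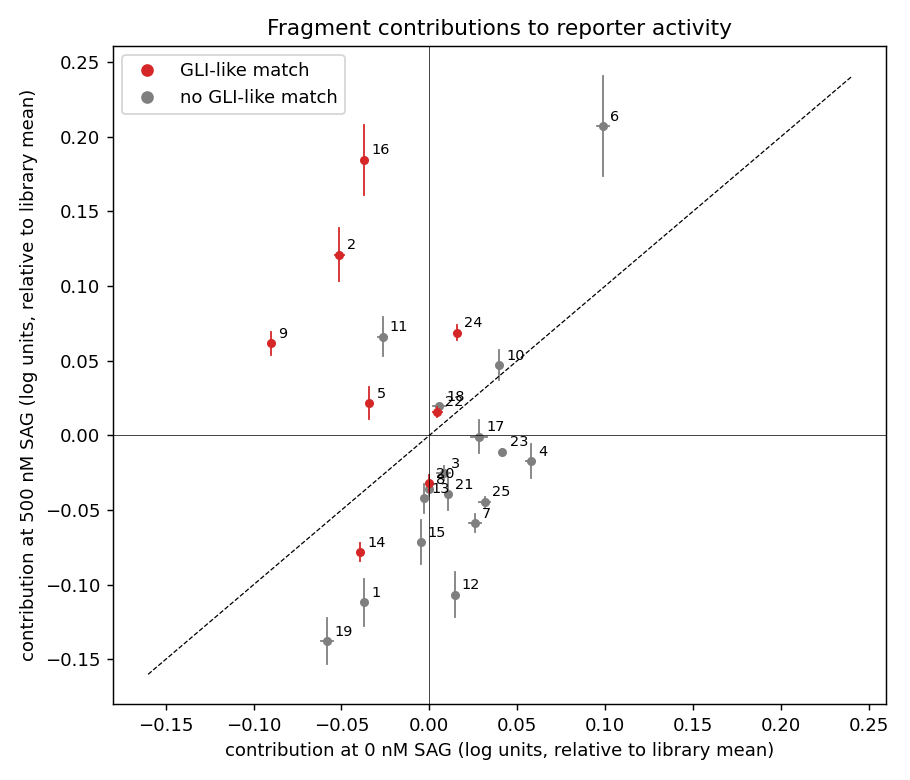
Contribution of each of the 25 fragments at 0 nM SAG (x axis) and at 500 nM SAG (y axis), in log units relative to the library mean. Points are means of the 2 replicates, bars join the replicates, numbers name the fragments, red marks a GLI-like match and the dashed line marks equal values. Fragments 16, 2 and 9 lie below 0 on the x axis and above 0 on the y axis, and fragment 6 is highest on both.

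By sequence the fragments tile 3 source regions, named A, B and C here, in steps of 100 bp. Region A (800 bp) holds fragments 1 to 7, region B (1400 bp) fragments 8 to 20 and region C (600 bp) fragments 21 to 25. Rises were found in each region. In region A the overlapping fragments 5, 2 and 6 rose and the other 4 fell. In region B fragments 9 and 16, which share 100 bp, rose, as did fragment 11, while fragments 12 and 19, which share 100 bp, had the largest falls of that region. In region C fragment 24 alone rose. Gene names and genome coordinates of the fragments are not analysed here.

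**Figure D2:**
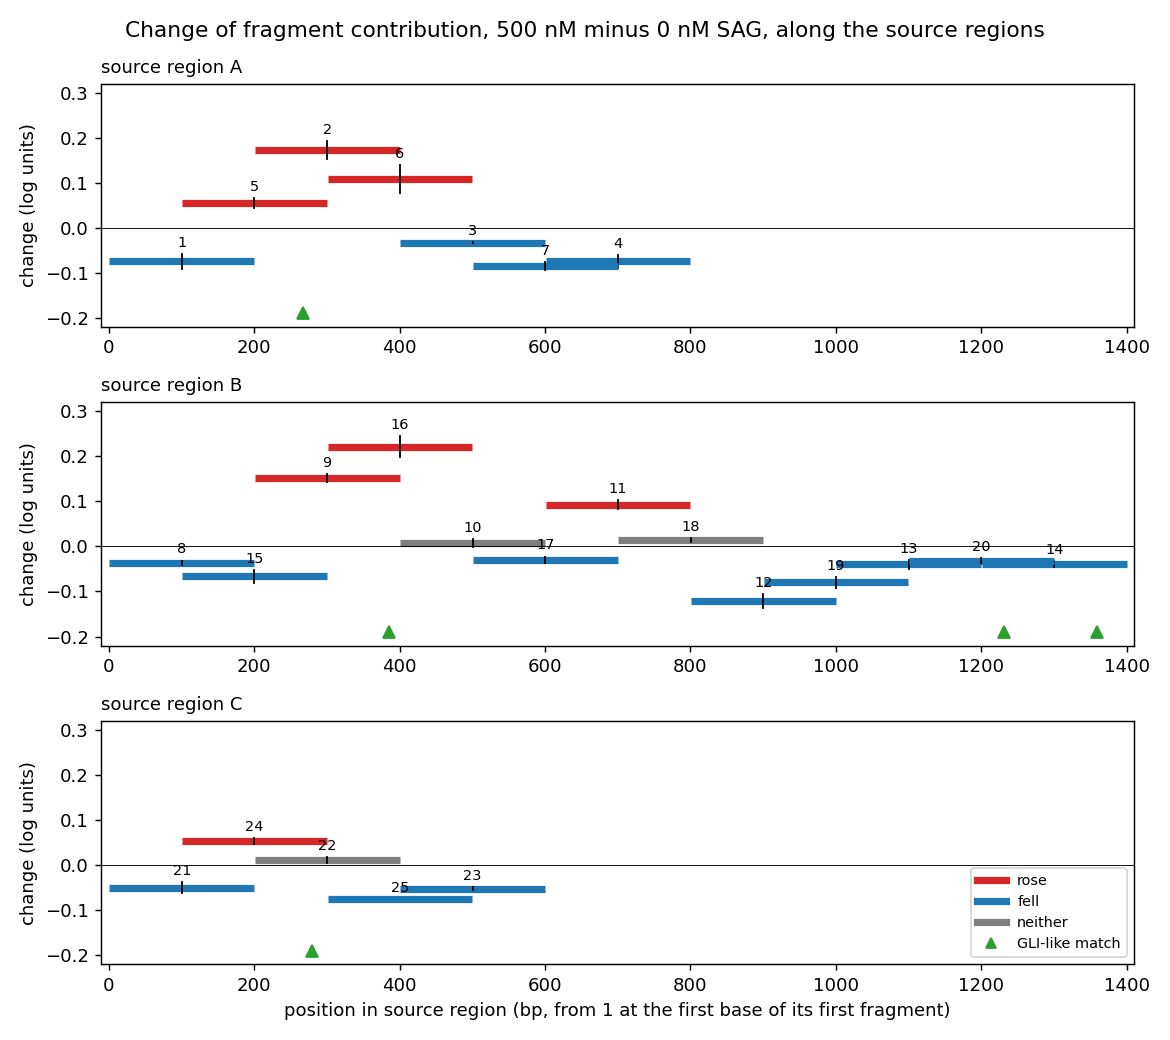
Change of fragment contribution between 0 nM and 500 nM SAG (y axis, log units) against the position of the fragment in its source region (x axis, bp). Horizontal bars are fragments (red rose, blue fell, grey neither), thin vertical lines join the changes of the 2 replicate pairs, and triangles mark GLI-like matches. Fragments 5, 2, 9, 16 and 24 rose over the matches that start at base 267 of region A, base 385 of region B and base 279 of region C, while fragments 14 and 20, over those at bases 1232 and 1360 of region B, fell.

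GLI proteins are the transcription factors through which hedgehog signalling acts. A match to the GLI site GACCACCCA with at most 1 mismatch was present in 8 fragments, of which 5 rose (16, 2, 9, 5 and 24), 2 fell (14 and 20) and 1 did not pass the test (22). Of the 17 fragments without a match, 2 rose (6 and 11) and 13 fell. The mean change was 0.0745 ± 0.0971 (SD, 8 fragments) with a match and -0.0351 ± 0.0609 (SD, 17 fragments) without (exact permutation p = 0.00224, two-sided, adjusted p = 0.0403 over 18 tests). Among the 14 fragments that share no sequence the difference was 0.112 (exact permutation p = 0.015, adjusted p = 0.135). At 0 nM SAG fragments with a match contributed -0.0291 and those without 0.0137, a difference that did not hold after adjustment (exact permutation p = 0.0106, adjusted p = 0.0951). The match is exact at bases 267 to 275 of region A, shared by fragments 2 and 5. Fragments 9 and 16 share the match at bases 385 to 393 of region B. Fragments 22 and 24 share that at bases 279 to 287 of region C. Fragments 14 and 20 share that at bases 1232 to 1240 of region B; their falls did not pass with the prediction for 3 copies (-0.0194 and 0.00194) or without either replicate of the 0 nM group.

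SOXB1 factors are expressed in neural progenitors, and a SOXB1 match was present in 15 fragments, of which 6 rose and 6 fell. Their mean change was 0.0322 against -0.0483 in the 10 fragments without one (exact permutation p = 0.0227, adjusted p = 0.136). None of the other motifs passed the adjusted test for the change or for the contribution at 0 nM. FOXA matches were in 4 fragments, of which 2 rose and 2 fell (exact permutation, adjusted p = 0.81 for the change). NKX2 matches were in 4, of which 1 rose and 2 fell (exact permutation, adjusted p = 0.81). Matches to the homeodomain and to the retinoic acid receptor site were both in fragments 8 and 15, which fell (exact permutation, adjusted p = 0.81). TEAD matches were in fragments 3 and 7, which fell (exact permutation, adjusted p = 0.81). The E-box of OLIG2 was in 3 fragments, of which 2 fell (exact permutation, adjusted p = 0.81), and the NKX6 or HOX site in 2, of which 1 fell (adjusted p = 0.883).

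Which fragments were most active differed between the SAG conditions. At 0 nM SAG fragments 6 (0.0988), 4 (0.0577), 23 (0.0416), 10 (0.0398) and 25 (0.0315) had the highest contributions, and fragments 9 (-0.0903), 19 (-0.0582), 2 (-0.0512), 14 (-0.0396) and 16 (-0.0373) the lowest. At 500 nM SAG fragments 6 (0.207), 16 (0.184), 2 (0.121), 24 (0.0688) and 11 (0.0659) were highest, and fragments 19 (-0.138), 1 (-0.112), 12 (-0.107), 14 (-0.0782) and 15 (-0.0715) lowest. Fragments 2, 9, 16, 5 and 11 were below the library mean at 0 nM and above it at 500 nM, past the test both times. At 0 nM 7 fragments lay above the library mean and 8 below, and at 500 nM 9 above and 12 below. The SD of the 25 contributions was 0.0408 at 0 nM and 0.0851 at 500 nM. Contributions correlated between replicates with r = 0.994 in both groups, and between 0 nM and 500 nM with r = 0.14, across fragments, which are not independent replicates. At 0 nM, 2 fragments were above and 3 below without replicate 1 of that group, and 2 above and 2 below without replicate 2.

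Single synCREs changed with SAG mostly upward in the limma test of activity, and by a smaller margin in a test of bin counts (2024 higher and 1559 lower with edgeR). Of 14958 synCREs tested, activity was higher at 500 nM in 948 (6.34%) and lower in 28 (0.187%), with a median change of 0.658 and -0.605 log units among these. All of them moved the same way in both replicate pairs. Their largest rises were in synCREs with several of the 7 rising fragments. SynCRE 11-6-9, named by its fragments at positions 1 to 3, went from 8.01 ± 0.0518 to 9.67 ± 0.461 (SD, n = 2 each), a change of 1.66 (SE 0.239, limma adjusted p = 0.00182). SynCREs 3-2-16, 16-2-24 and 9-11-16 rose by 1.61, 1.54 and 1.46, and synCREs 16-2-18, 8-2-16, 11-2-18 and 11-2-10 by 1.45, 1.44, 1.42 and 1.42 (limma adjusted p between 0.000434 and 0.00271). Each of these 8 held at least 2 rising fragments, 6 held fragment 2 and 5 held fragment 16. Among them synCREs 11-6-9, 3-2-16, 16-2-18 and 11-2-10 did not have the authors' quality flag in all samples.

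The largest falls were those of synCREs 17-13-21 (-1.11, limma adjusted p = 0.00367), 21-12-3 (-1), 6-12-11 (-0.987), 21-21-6 (-0.917), 25-12-21 (-0.789), 17-21-11 (-0.77), 6-7-21 (-0.747) and 11-12-7 (-0.698), the last 7 with adjusted p between 0.0181 and 0.0428. Of these 8, 6 held fragment 21, 4 held fragment 12 and none held fragment 2 or 16, while 5 held another rising fragment, 3 of them fragment 11. Of all 28, 17 held no rising fragment. Fragment 21 was in 46.4% of all synCREs that fell and fragment 12 in 39.3%, against 11.6% and 11.7% of the synCREs tested. Among those that rose, 98.2% held at least 1 rising fragment and 71.4% at least 2, against 63.2% and 19.5% of the synCREs tested, but the rising fragments were chosen on these same changes, so this is no independent evidence. Fragment 16 was in 43.6% of them and fragment 2 in 32.3%.

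The counts of changed synCREs depended on the scaling and on each sample. The median change over all synCREs was 0.0658. After subtraction of the median of each sample 582 synCREs were higher and 81 lower, and after quantile normalization 427 and 95. With a bin score computed from the sorted counts 490 were higher and 138 lower, and without scaling of the bins 13 and 1. With replicate number as a block, 1215 were higher and 58 lower, which included all 948 and all 28. Without replicate 1 or replicate 2 of the 0 nM group 361 and 446 were higher and 13 and 6 lower. Without replicate 1 or 2 of the 500 nM group 823 and 393 were higher and 56 and 5 lower. With any 1 sample left out the 8 largest rises passed, and of the 8 largest falls that of synCRE 17-13-21 alone did. With the bin score without scaling, the rises of synCREs 3-2-16, 16-2-18 and 11-2-10 and 7 of the 8 falls did not pass.

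The highest activities at 0 nM SAG belonged to synCREs 17-21-6 (9.45 ± 0.113), 4-21-6 (9.36 ± 0.136) and 25-21-6 (9.36 ± 0.11), which share fragments 21 and 6 at positions 2 and 3 (SD, n = 2). The lowest were those of 19-5-5 (7.56 ± 0.658), 8-12-14 (7.58 ± 0.681) and 24-3-11 (7.6 ± 0.13). At 500 nM SAG synCREs 20-6-17 (10.06 ± 0.282), 3-2-16 (9.84 ± 0.301) and 5-5-16 (9.79 ± 0.456) were highest, and 18-25-3 (7.53 ± 0.432), 21-12-23 (7.65 ± 0.519) and 21-12-3 (7.72 ± 0.277) lowest. The replicates of each of these 12 values differed by more than the median absolute difference between replicates, 0.146 over both groups.

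The SAG response grew with the number of fragments with a GLI-like match in a synCRE. These means come from the same changes as the fragment contributions compared above by GLI-like match, so they are no independent evidence. The mean change was -0.018 in the 4615 synCREs with 0 such fragments, 0.106 in the 6645 with 1, 0.213 in the 3189 with 2 and 0.282 in the 509 with 3. In the replicate pairs the values were 0.0179 and -0.0539 with 0 such fragments and 0.283 and 0.281 with 3. The share called higher was 0.563% with 0 such fragments, 6.26% with 1, 12.9% with 2 and 18.5% with 3. At 0 nM SAG mean activity went the other way, from 8.5 ± 0.0281 with 0 such fragments to 8.4 ± 0.0235 with 3 (SD, n = 2). With fragments that rose, chosen on the same data, the mean change was -0.032, 0.0947, 0.321 and 0.497 for 0, 1, 2 and 3 of them.

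**Figure D3:**
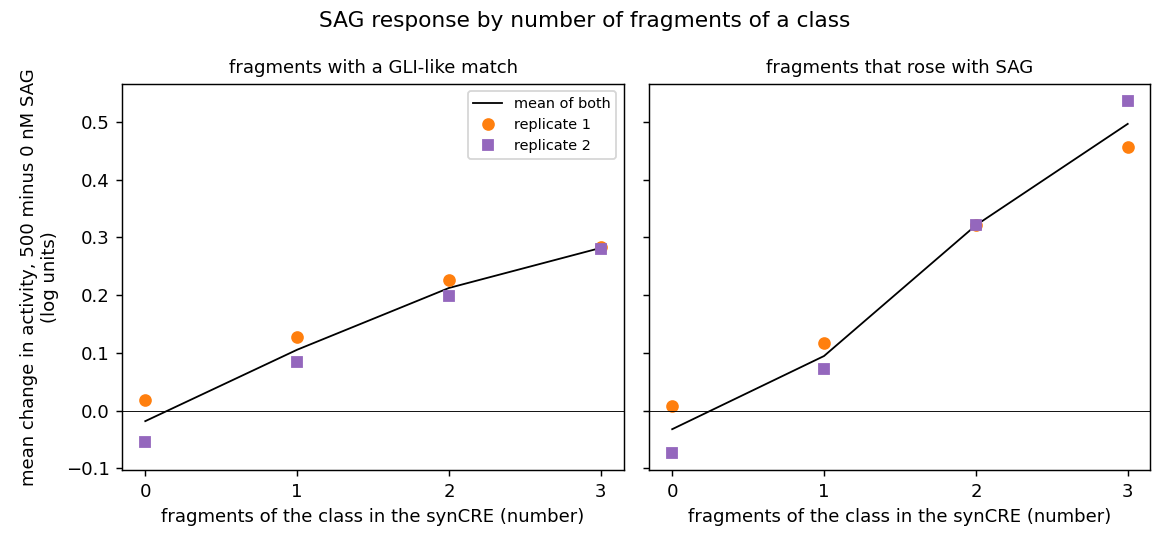
Mean change in synCRE activity between 0 nM and 500 nM SAG (y axis, log units) by the number of fragments in the synCRE (x axis) that have a GLI-like match (left) or that rose with SAG (right). Circles and squares are the 2 replicate pairs and the line is their mean. With a GLI-like match the mean goes from -0.018 to 0.282, and with fragments that rose from -0.032 to 0.497.

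Position within the synCRE changed the contribution of most fragments. Averaged over both SAG conditions, 22 of the 25 fragments differed between position 3 and position 1. Of these, 12 had a higher contribution at position 3 and 10 at position 1. On this average, the largest differences in favour of position 3 were those of fragments 6 (0.108), 17 (0.0826) and 16 (0.0788). Those in favour of position 1 were of fragments 1 (-0.108), 5 (-0.106) and 19 (-0.0842), all with SE 0.00711 and limma adjusted p of at most 1.63e-14. Fragment 17 had 0.397% of plasmid reads at position 3 and was in 8.04% of the synCREs tested, against 11.7% for fragment 16. Its value at position 3 thus rests on fewer synCREs, which the SE, the same for all fragments, does not reflect. The order was not the same within each condition. At 0 nM fragment 11 contributed -0.0867 at position 1 and 0.00526 at position 3. The position difference changed with SAG for 16 fragments, most for 16 (0.166, limma adjusted p = 1.64e-14) and 2 (0.149, adjusted p = 4.41e-13). At 500 nM fragment 16 contributed 0.108 ± 0.0257 at position 1 and 0.27 ± 0.0439 at position 3 (SD, n = 2), and fragment 2 0.0687 ± 0.0121 and 0.196 ± 0.039. At 0 nM neither was higher at position 3: fragment 16 contributed -0.0356 at position 1 and -0.0399 at position 3, and fragment 2 -0.0158 and -0.0368. The spread of the 25 contributions, as the SD over fragments averaged over replicates, was 0.0456, 0.0556 and 0.0635 at positions 1, 2 and 3 without SAG and 0.0568, 0.0938 and 0.123 with SAG. The count of position differences that changed with SAG was 9 without replicate 1 and 6 without replicate 2 of the 0 nM group, 9 without the filter on reads and 14 with replicate number as a block. Which position lies next to the promoter is not given in the sources used here.

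Additive effects of the fragments at their positions explained a fraction of 0.174 ± 0.00567 (SD, n = 2) of the variance of synCRE activity at 0 nM SAG and 0.347 ± 0.0248 at 500 nM. Applied to the other replicate of the group, the same fits explained 0.169 and 0.315. Fragment counts without position explained 0.0954 and 0.282. With all pairs of fragments at 2 positions added, 0.324 and 0.49 were explained, and 0.175 and 0.343 when applied to the other replicate. Of the covariance that replicates shared, the additive effects held 38.6% at 0 nM and 57.5% at 500 nM, and with all pairs 50.6% and 69%.

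SynCREs with the same fragments in different orders differed reproducibly in both conditions. For 1989 sets of 3 different fragments, all 6 orders were measured. Deviations of single orders from the mean of their set correlated between replicates with r = 0.389 at 0 nM and 0.416 at 500 nM, and still with 0.308 and 0.332 after the additive position effects were removed. Differences between orders held 76.4% of the covariance shared by replicates at 0 nM and 44.7% at 500 nM. Each order is a separate construct carried into both infections, so these differences include any other difference between constructs. These values describe the samples and carry no test.

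SynCREs with the same fragment at all 3 positions rarely changed detectably with SAG. Of 24 such synCREs tested, 1 passed: 24-24-24 rose by 0.701 from 8.15 ± 0.00366 to 8.85 ± 0.0194 (SD, n = 2, limma adjusted p = 0.0211). The additive fit predicted a change of 0.256 for it. SynCREs 6-6-6 and 5-5-5 changed by 0.588 and 0.454, where 0.421 and 0.263 were predicted, and did not pass (limma adjusted p = 0.177 and 0.347). For fragments 16 and 2, the additive fit predicted changes of 0.762 and 0.613 for 3 copies, while synCREs 16-16-16 and 2-2-2, named here after their values were seen, changed by 0.0716 (limma adjusted p = 0.844) and -0.12 (adjusted p = 0.821). Across the 24, predicted and observed activity correlated with r = -0.174 at 0 nM and 0.529 at 500 nM.

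The abundance of synCREs in unsorted cells did not detectably differ with SAG. Of 15267 synCREs tested with edgeR, 0 were higher and 0 lower (lowest adjusted p = 0.736), and 743 (4.87%) had an unadjusted p under 0.05. DESeq2 called 0 higher and 0 lower of 15623, with 845 at an unadjusted p under 0.05. In simulated counts with the same spread, edgeR found 1 of 100 synCREs changed 2-fold and 31 of 100 changed 4-fold, so most changes of these sizes were not detectable with these samples. With any 1 sample left out, edgeR called 2 to 3 higher and 1 to 7 lower.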

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

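The tests on GLI-like matches were chosen only after the result was seen, and so was the reading of the test of faulty clones. The other tests of additivity and of repeated fragments were set before their own values were seen, on patterns already noticed in the data.

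Fragments with a GLI-like match, among them 16, 2 and 9, rose with SAG more than the other fragments, by 0.110 log units (0.0979 and 0.121 in the replicate pairs). Read depth as the cause is argued against by a difference of 0.111 with at least 500 sorted reads, and a fluorescence scale that differed between the SAG conditions by a difference of 0.109 after quantile normalization. Among 14 fragments that share no sequence the difference was 0.112 (exact permutation p = 0.015, adjusted p = 0.135), so a GLI site in the fragment may account for part of the response, as a hypothesis found and tested on the same data. The match alone is not enough, because fragments 14 and 20 hold one and did not rise, and not required, because fragments 6 and 11 rose without one. Other sequence in the matching fragments stays open: SOXB1 sites, present in 6 of the 8, gave a difference of 0.0806 (exact permutation p = 0.0227, adjusted p = 0.136), and sequence outside the listed motifs was not tested.

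SynCRE activity repeated between infections beyond what additive fragment effects explain, with r between replicates of the deviations of 0.327 at 0 nM and 0.385 at 500 nM. A nonlinear readout of an additive sum captured 7.93% ± 0.658 (bootstrap SE) of this at 500 nM, far from the larger part it would need. Faulty plasmid clones carried into both infections could give such deviations, and the correlation across SAG conditions was 0.41 ± 0.0167 of that within them, under the limit set in advance. That limit was wrong for clones that lack a fragment, because such a clone deviates by the contribution of the fragment in each condition, and contributions at 0 nM and 500 nM correlated with r = 0.14 only. Faulty clones and an effect of fragment combinations cannot be told apart by this test. Faults of single clones would not give a deviation common to many separate constructs. The change in 1906 synCREs with 2 different rising fragments that share no sequence exceeded the additive prediction by 0.0604 ± 0.00615 (SE over synCREs). The excess was 0.0577 and 0.0632 in the replicate pairs. For these synCREs this argues against faults that strike single clones separately as the only source. It does not exclude a fault common to repeated fragments. Deviations from the fit balance within each fragment at each position, so a shortfall of repeats would appear in part as an excess elsewhere. For the other synCREs faulty clones stay open.

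SynCREs with 2 or 3 copies of a rising fragment changed with SAG by 0.226 where the additive fit predicts 0.339, a shortfall of -0.113 ± 0.0111 (SE over 494 synCREs; -0.102 and -0.124 in the replicate pairs), which rests on 487 synCREs with 2 copies, since the 7 with 3 copies deviated by -0.13 ± 0.169, which leaves 3 copies undetermined. A ceiling on strong responders is argued against by observed changes, which do not depend on the fit. They were 0.345 with 2 different rising fragments that share no sequence and 0.584 with 3 different ones, both above 0.226. The former synCREs exceeded the prediction by 0.0604 ± 0.00615, but this excess may in part offset the shortfall of repeats in the same fit. Read depth is argued against by a shortfall of -0.105 with at least 500 sorted reads. Loss of repeated sequence by recombination may contribute: synCREs with 2 rising fragments sharing 100 bp deviated by -0.0037 ± 0.0149, with opposite signs in the replicate pairs, which leaves it open. The 860 synCREs with 2 copies of another fragment and no rising one also lay nearer to no change than predicted (deviation 0.0454 ± 0.00735). The shortfall may thus not be particular to rising fragments. Those with 1 rising fragment and no repeat fell short by a smaller amount (-0.0272 ± 0.00266), while those with 3 different rising fragments exceeded the prediction by 0.12 ± 0.0197. Deviations from a least-squares fit balance within each fragment at each position, so a shortfall in one class offsets an excess in another. Whether the shortfall is particular to repeats is therefore not decided by these classes. A limit set by repeated binding sites was not tested.

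The width of the fluorescence distribution, which the comparisons above do not use, drew attention because it differed between conditions: it was wider at 500 nM by 0.153 log units (1.06 at 0 nM and 1.21 at 500 nM, 0.147 and 0.158 in the replicate pairs) over 13988 synCREs.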

How the results depend on the processing

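The authors' quality flag, removal of fragment 18 at position 2, subtraction of the sample median, contributions relative to the median fragment and the prediction for 3 copies were chosen only after the results were seen. The cause of each difference was not tested, except where fewer samples were used.

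The 7 rises of fragments, 16, 2, 9, 6, 11, 5 and 24, kept their direction and passed under every alternative run for them, though that of fragment 6 was 0.0692 log units after quantile normalization. With the prediction for 3 copies 7 fragments fell instead of 15: fragments 3, 8, 13, 14, 21 and 23 no longer passed, and fragments 17 and 20 changed by 0.00906 and 0.00194. Relative to the median fragment, fragments 3, 17 and 20 no longer passed and 18 and 22 passed as rises. Fragments 18 and 22 also passed after quantile normalization, and fragment 22 with the bin score without scaling of bins. Fragment 10, which passed in neither direction, changed by -0.000119 (in bin number) with the bin score and by -0.00304 with the bin score without scaling of bins.

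Counts of changed synCREs, 948 higher and 28 lower, moved most. They were 490 and 138 with the bin score, 13 and 1 with the bin score without scaling, 427 and 95 after quantile normalization, 582 and 81 after subtraction of the sample median, 366 and 6 without the trend, and 2024 and 1559 with the edgeR slope test, which shared 896 and 28. The slope test counted the bins of a sample as separate libraries, so its counts are not comparable with the others. With the replicate block 1215 were higher and 58 lower, and 14 instead of 16 fragments had a position difference that changed with SAG, while the counts of fragments that rose or fell, of position differences and of unsorted abundance stayed as they were. With any 1 sample left out, 361 to 823 were higher and 5 to 56 lower.

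Fragments above the library mean at 0 nM numbered 11 with the bin score without scaling and 11 after quantile normalization. Leaving out 1 sample gave 2 to 10 above and 2 to 8 below at 0 nM, 8 to 15 fragments that fell, a change of fragment 10 from -0.00288 to 0.0175, 6 to 20 fragments whose position difference changed with SAG, and 2 to 3 synCREs higher and 1 to 7 lower in unsorted abundance. Without a filter that position count was 9.

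The additive fraction of variance was 0.19 and 0.385 (0 nM and 500 nM) with at least 500 sorted reads, 0.162 at 0 nM with at least 20 and 0.315 at 500 nM with no filter. It was 0.0954 and 0.282 with fragment counts alone and 0.324 and 0.49 with all pairs. Replicate r was 0.469 and 0.634 with at least 500 reads, 0.578 at 500 nM with at least 20, 0.423 and 0.556 with no filter, and 0.561 at 500 nM with the bin score without scaling. With at least 500 reads 6 of the 16 named changed synCREs could be tested, and with the quality flag 10, and all of these passed in the same direction. Of the 16, all kept their direction, but 10 no longer passed with the bin score without scaling (3 rises, of 3-2-16, 16-2-18 and 11-2-10, and 7 falls), 4 falls without the trend, and 21-12-3 with the bin score and with no filter.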

Other observations

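The tests of fragment pairs and the view of fragment 18 at position 2 were chosen only after the results were seen.

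Certain pairs of fragments responded to SAG beyond the sum of their contributions. SynCREs that hold fragments 6 and 9 changed by 0.211 log units more than the additive fit gives (SE 0.0106, limma adjusted p = 4.5e-05), followed by fragments 9 and 11 (0.148), 2 and 10 (0.144), 11 and 16 (0.136), and 2 and 11 (0.136). Part of each of these excesses was activity below the additive fit without SAG. The deviation was -0.106 at 0 nM and 0.105 at 500 nM for fragments 6 and 9, and -0.0251 and 0.111 for fragments 11 and 16. The largest shortfalls were those of fragments 6 and 19 (-0.117, limma adjusted p = 0.000499), 16 and 19 (-0.108), and 6 and 12 (-0.107). Of 300 pairs, 42 were above and 39 below, and the deviations correlated between replicate pairs with r = 0.824 across pairs, which are not independent replicates. Among rising fragments, pairs of 1 fragment with and 1 without a GLI-like match were above in 8 of 10 cases (mean 0.109), and pairs of fragments that both have a match in 4 of 10 (mean 0.0283), a difference that was not tested. Fragments 12 and 19 were each below with 6 of the 7 rising fragments.

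The authors' quality flag passed no synCRE with fragment 18 at position 2. The 603 such synCREs tested had a replicate r of 0.53 at 0 nM and 0.737 at 500 nM, against 0.439 and 0.59 for the others, and 9.12% were called higher with SAG, against 6.22%.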
